A study of Mus musculus with 6 samples.

How the data were processed

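RNA sequencing of sinusoidal endothelial cells (SECs) isolated from fibrotic mouse livers was analysed in 6 libraries, 3 from control mice and 3 from mice with an endothelial knock-out of RBPj. Groups and replicate numbers were taken from the sample titles. Nothing in the labels states that the replicates came from separate mice, so the p-values measure the spread between these samples. The titles give both groups the replicate numbers 1, 2 and 3 without saying that a number marks a shared day or litter, and no block was used in the main fit.

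Per the labels, libraries were made from total RNA with a standard Illumina protocol. The submitters' processing notes name bcl2fastq, TopHat2 version 2.0.13 and the mouse build mm10. The program that counted reads, its annotation and its use of strand are not given in the sources used here. The deposited table holds whole-number counts per gene for each library, with no normalization, and beside them RPKM values that the authors computed from the counts. In every library, 100.0% of the RPKM values equalled the count divided by the gene length and by the library total, within 0.1%. The tests used the counts, and the RPKM values served only for this check.

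The table has 41799 rows, of which 22052 are protein-coding, 0 are unnamed and 14709 are at 0 in all 6 libraries. Gene names that a spreadsheet had turned into dates (27 rows) were restored through the gene links in the table, and 4 names lost an added alias. Total counts per library ran from 10372195 to 12326770. A limit of 3 counts corresponds to between 0.243 and 0.289 CPM (counts scaled to a common library size) depending on the library. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules. Coordinates are those of the table, counted from 1, on mm10. Near copies affect some genes. Gapdh, with 259 rows described as its pseudogenes, was at 11.5 to 15.5 CPM, and Actb was at 1600 to 3170 CPM, so levels of genes with near-identical copies are uncertain.

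Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (glmQLFit with a robust prior and glmQLFTest), with TMM normalization, group as the one term and genes kept by filterByExpr, which left 15404 genes. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors (SE) of log2 fold changes were taken from the fold change and the F statistic. Values of single genes are normalized CPM, given as mean ± SD. The tests were two-sided.

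The comparison, its tests, the alternatives, the rule for naming genes and 30 gene lists were fixed before the data were examined. The lists covered Notch signalling, endothelial programmes, matrix, signalling and stress genes, and markers of the other cell types a liver isolate could hold. Of 656 list entries, 643 matched the table by symbol and 11 by a synonym from a RefSeq gene table, 2 had no match and 3 repeated a gene of the same list. Lists with at least 5 tested genes (29 of the 30) were compared with all other tested genes by camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01. Camera with an estimated correlation and fry were run beside it. The list of erythroid and platelet markers had 2 tested genes and no list test. Counts within a list are given over all tested genes and adjusted over the list alone.

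Rbpj was always named. The rule then took the 10 genes with the largest positive and the 10 with the largest negative log2 fold change among those past the threshold whose groups did not overlap and whose average log2 CPM was at least 2, and from each list up to 4 members past the threshold or, where none passed, the 2 members with the smallest p, as values only. Of the genes this rule took, 2 are not reported here. Other genes named in the text were chosen after their values were seen.

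The fit was tested on simulated counts with the means, library sizes and dispersion trend of these libraries, in which 200 genes were changed. The trend gives genes of the same level the same dispersion. Differences in spread from gene to gene were not simulated, so the recovered shares may be too high. At the dispersion trend of the data, 15310 genes were tested, and 97 of 100 genes changed by a log2 fold of 2 and 23 of 100 genes changed by a log2 fold of 1 were recovered, with 9 false calls. The simulated shift of 1 list was called, and 0 of the other lists were. Genes were simulated independently, so this does not test list calls among correlated genes, such as the cell cycle list (estimated correlation 0.68).

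Alternatives were RLE size factors in edgeR, DESeq2 1.42.0, no filter on low counts, a stricter filter (at least 10 counts in at least 3 libraries and an average log2 CPM of at least 1), the replicate number as a block, limma-voom with sample quality weights, a minimum absolute log2 fold change of 1, and leaving out each library in turn. Added after the data were seen were fits without both libraries numbered 1, with the stellate marker level of each library as a covariate, without the 18S ribosomal RNA row and the row that moved with it, and with a prior that was not robust. DESeq2 gave an adjusted p of NA to 403 genes, which stayed out of its counts. The pseudocount alternative applied to normalized values only and was not run, since the tests used counts. In each group, pairs of libraries differed by far more than sampling noise, with a chi-square per gene of 19.6 to 109, so no library was counted as a duplicate. The strain labels differ among the 3 knock-out samples and count up by 1 from sample to sample, as a spreadsheet fill would leave them, and were not used. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.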

Results

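The transcriptomes of SECs from fibrotic livers were measured in 3 control libraries and 3 libraries from mice with an endothelial deletion of RBPj, the DNA-binding partner through which Notch receptors act on transcription. The labels give the same tamoxifen treatment, which induces the deletion, for both groups (2 mg per 20 g of body weight, for 7 days). Fibrosis was induced in both groups by carbon tetrachloride (CCl4, 0.6 μl per g of body weight, 15% in olive oil) injected 2 times a week for 6 weeks. No library of unfibrotic liver was analysed here, so each difference described is between knock-out and control SECs that had all been through the same injury. Total counts were 10372195, 11268228 and 11090691 in control replicates 1, 2 and 3 and 10503026, 12326770 and 12276019 in knock-out replicates 1, 2 and 3. The 18S ribosomal RNA row took 5.14%, 0.864% and 6.62% of the counts in the control libraries and 1.33%, 3.72% and 2.04% in the knock-out libraries.

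The comparison asks what the loss of endothelial RBPj does to gene expression in fibrotic SECs. Myc and Odc1 rose and Ntn4, Gpr126 and Ly6a fell in knock-out SECs. Of 20 tested Notch pathway genes only Myc passed over all genes. The list was not called for a common direction (camera adjusted p = 0.476). Fry's mixed test, which allows both directions, called it (adjusted p = 1.1e-04), as 1 of 16 lists called among 29. Camera with the preset correlation called cell cycle genes higher and markers of stellate cells and macrophages and matrix genes lower. With an estimated correlation none of these 4 lists was called (camera adjusted p = 0.73, 0.73, 0.73 and 0.746), and 0 of their members passed over all genes. By edgeR's quasi-likelihood test, 16 genes rose and 14 fell among 15404 tested genes at an adjusted p under 0.05. The groups did not overlap for 3836 tested genes, 24.9% of the total, where chance gives 10% for 3 against 3. Most of the genes described below did not pass the adjusted threshold and are given as values.

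Rbpj itself lies on chromosome 5 from 53466117 to 53657445 (+ strand). Its normalized level was 16.5 ± 2.02 CPM in control SECs and 10.6 ± 2.13 CPM in knock-out SECs (SD, n = 3 each). The counts were 174, 172 and 173 in the control libraries and 128, 99 and 154 in the knock-out libraries, so every knock-out library lay below every control library. The log2 fold change was -0.64 ± 0.19 (SE), a ratio of 0.64, and did not pass the threshold (edgeR adjusted p = 0.187). The count covers the whole gene, and a transcript that lacks only the deleted exons, or that comes from cells without the deletion, still adds to it. The pseudogene Rbpsuh-ps2 had 32 counts over the control and 27 over the knock-out libraries, and the paralog Rbpjl had 4 and 13.

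The naming rule gave the 10 genes with the largest falls, and no shared function of these genes was tested. Gpr126, an adhesion G protein-coupled receptor (chromosome 10, 14402580 to 14545722), fell from 92.5 ± 24.6 to 8.21 ± 2.75 CPM, 11.3-fold, with a log2 fold change of -3.49 ± 0.31 (SE) and an edgeR adjusted p of 0.0354. Mecom, a zinc-finger transcription factor of arterial endothelium and stem cells (chromosome 3, 29951296 to 30509783), fell 6.32-fold, from 61.6 ± 18.1 to 9.75 ± 2.28 CPM. Ntn4, which encodes the secreted laminin-binding protein netrin-4 (chromosome 10, 93641049 to 93745972), fell 5.43-fold, from 271 ± 71.2 to 49.8 ± 9.17 CPM. Ly6a, the surface antigen Sca-1 (chromosome 15, 74994877 to 74998031), fell 3.01-fold, from 453 ± 60.2 to 151 ± 9.19 CPM. Among the 10 largest falls were also the long non-coding RNA Gm30938 (11.7-fold, from 20.3 ± 3.25 to 1.72 ± 0.429 CPM), the guanine nucleotide exchange factor Rasgrf2 (8.81-fold), the ubiquitin ligase Rnf152 (3.48-fold), AU021092 (2.97-fold), the LIM-domain gene Lmo7 (2.94-fold) and the P-type ATPase Atp13a3 (2.81-fold). The other falls past the threshold were those of Neu3, Hpse, Ajuba and Fam174b.

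Myc and Odc1 were among the rises, and no shared function of the genes that rose was tested. Myc, a growth-promoting transcription factor (chromosome 15, 61985341 to 61990361), rose 2.78-fold, from 79.5 ± 9.07 to 221 ± 38.3 CPM (log2 fold change 1.48 ± 0.16 SE, edgeR adjusted p = 0.047). Odc1, which encodes ornithine decarboxylase, the rate-limiting enzyme of polyamine synthesis (chromosome 12, 17544873 to 17551502), rose 2.79-fold, from 35 ± 2.52 to 97.9 ± 10.7 CPM. Rab3b, a small GTPase of regulated secretion (chromosome 4, 108879070 to 108943324), rose 4.63-fold, from 56.1 ± 13.9 to 260 ± 29.2 CPM. Emid1 rose 12.9-fold, from 2.79 ± 0.675 to 36 ± 13.7 CPM, and Sec1 14.2-fold, from 0.934 ± 0.297 to 13.5 ± 6.32 CPM. Other large rises named by the rule were those of Dhrs13 (4.61-fold), Fndc8 (3.77-fold), the neuronal pentraxin receptor Nptxr (3.21-fold) and Edaradd (3.09-fold). Celf4, Abcb1b, Gmpr, Fam102a, Gstk1 and the non-coding RNA 8030443G20Rik also rose. The last of these lies opposite Rab3b, Sec1 overlaps Ntn5 and Dhrs13 overlaps Dhrs13os, each on the other strand. Because the use of strand in counting is not given, reads of these partners cannot be separated. The same limit holds for genes given as values below, among them Nid2, Selp, Il1a, Acta2 and Alas2. Over all libraries these had 14548, 10890, 9211, 3144 and 66 counts. Their partners on the other strand had 3025, 2009, 1832, 500 and 714. Nptxr overlaps Npcd on the same strand, so strand could not separate their reads. Over all libraries Npcd had 2845 counts and Nptxr 1647, which leaves the rise of Nptxr uncertain.

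**Figure D1:**
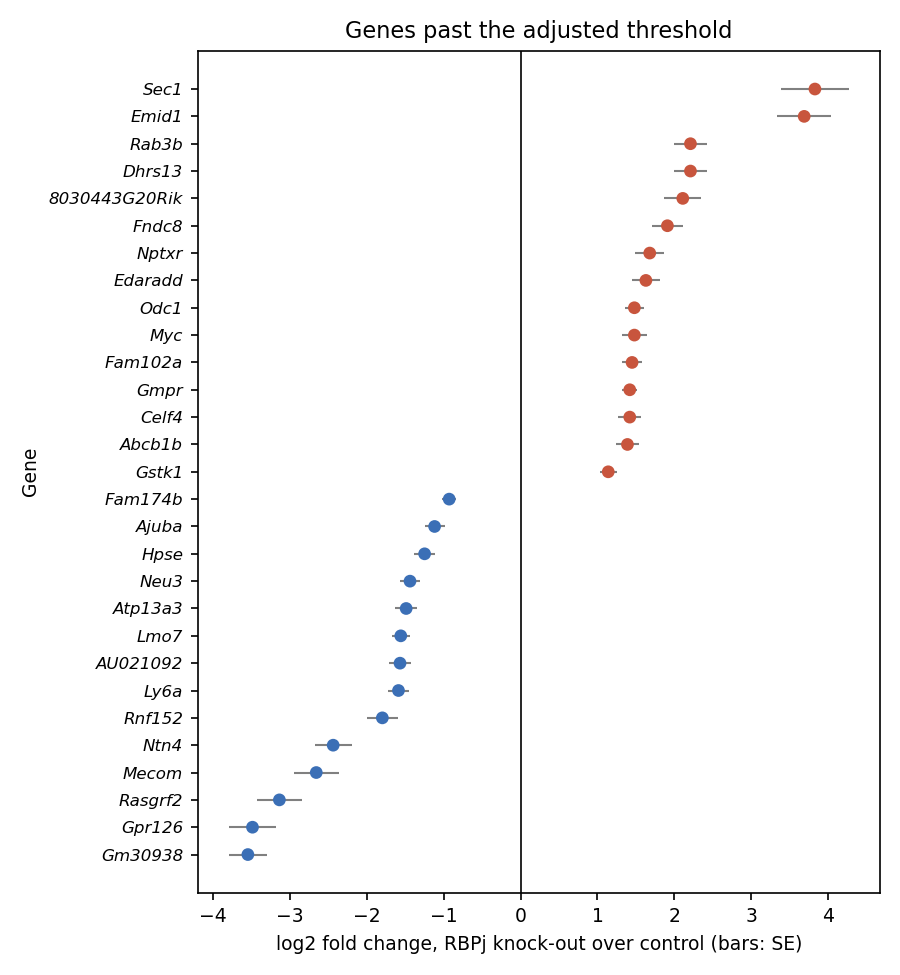
Log2 fold change (x axis, RBPj knock-out over control) of 29 genes past the adjusted threshold (y axis), with bars of 1 SE from 3 libraries per group. The values run from -3.55 for Gm30938 to 3.83 for Sec1.

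The number of calls depended on the libraries and the tool. Without knock-out replicate 1, edgeR called 23 higher and 18 lower genes, of which 8 and 7 were among those called from all 6 libraries. It called 0 genes without control replicate 1, 2 or 3 or knock-out replicate 2 or 3. In those fits 969 to 1357 genes were higher and 687 to 1382 lower at an unadjusted p under 0.05. DESeq2 on all 6 libraries called 542 higher and 405 lower genes. The 20 genes named by size kept their direction in each of the 6 fits with 1 library left out. The rule took only genes whose groups did not overlap, which fixes this direction in advance, so it is no sign of stability.

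Genes of the Notch pathway were not called for a common direction. Of 20 tested receptors, ligands and targets, 1 rose over all genes (Myc) and 0 fell, and adjusted over the list alone 4 were higher, 3 were lower and 13 did not pass. Hey1, a direct Notch target, was at 18.3 ± 5.72 CPM in control and 4.08 ± 1.17 CPM in knock-out SECs (log2 fold change -2.16 ± 0.31 SE, edgeR adjusted p = 0.0565). The ligand gene Jag1 was at 95 ± 26.6 and 34.1 ± 8.24 CPM, Dll4 at 224 ± 66.7 and 136 ± 19.3 CPM, and the target Efnb2 at 199 ± 60.6 and 104 ± 9.77 CPM. Higher in the knock-out were the ligand genes Jag2 (4.56 ± 0.739 against 18.4 ± 10.4 CPM) and Dll1 (43.3 ± 8.73 against 74.5 ± 23.4 CPM) and the glycosyltransferase genes Lfng (50.6 ± 8.78 against 100 ± 13.3 CPM) and Mfng (40.6 ± 7.2 against 82.5 ± 8.22 CPM). The groups overlapped for other widely used targets, Hes1 at 163 ± 20.3 against 123 ± 28.7 CPM and Nrarp at 141 ± 65.6 against 79.2 ± 26.4 CPM. The list as a whole had a median log2 fold change of -0.61 and a camera adjusted p of 0.476. Its level was 0.14, 0.11 and 0.23 log2 units from the 6-library mean in control replicates 1, 2 and 3. In knock-out replicates 1, 2 and 3 it was -0.23, -0.15 and -0.11, below every control library. Camera looks for a common direction. Fry's mixed test, which allows both directions, called the list (adjusted p = 1.1e-04), and it called 16 of the 29 lists. Genes of this paragraph other than Myc, which the rule took from this list, and Hey1, which it took from the arterial list, were chosen after their values were seen.

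**Figure D2:**
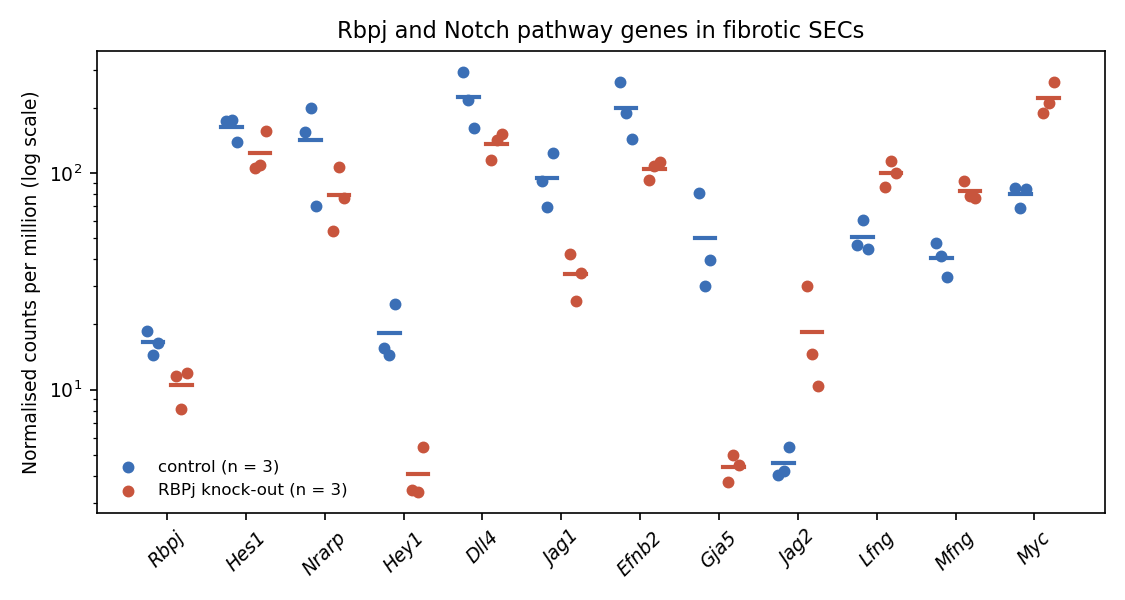
Normalized CPM (y axis, log scale) of Rbpj and 11 genes of the Notch and arterial lists (x axis) in 3 control and 3 knock-out libraries, 1 point per library, with a line at each group mean. Rbpj, Hey1, Dll4, Jag1, Efnb2 and Gja5 lie lower and Jag2, Lfng, Mfng and Myc higher in all 3 knock-out libraries.

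Arterial endothelial genes fell as a list. Of its 20 genes, 10 are also on another list. Efnb2, Hey1, Hey2, Dll4, Jag1 and Jag2 are on the Notch list, so the results of these lists are not independent. Of 19 tested genes, 0 passed over all genes, and adjusted over the list alone 9 were lower, 2 were higher and 8 did not pass. The list's median log2 fold change was -0.93 (camera adjusted p = 4.4e-04), and its p was 0.0223 with an estimated correlation, which became an adjusted p of 0.323. Gja5, the gap junction gene of arterial endothelium (connexin 40), was at 50.1 ± 26.7 CPM in control and 4.4 ± 0.638 CPM in knock-out SECs (log2 fold change -3.50 ± 0.42 SE, edgeR adjusted p = 0.0508). Without control replicate 1 the list's median was -0.47. Venous endothelial genes were not called for a common direction, with a median of 0.12 over 15 tested genes (camera adjusted p = 0.395). Adjusted over the list alone, 5 were higher, 3 were lower and 7 did not pass. The venous level was -0.03, -0.42 and -0.24 log2 units in control replicates 1, 2 and 3. It was 0.22, 0.13 and 0.33 in knock-out replicates 1, 2 and 3. Aplnr, the apelin receptor gene, had 11, 1 and 3 counts in the control libraries and 2144, 456 and 854 in the knock-out libraries, a ratio of pooled, normalized counts of 202 with a 95% counting interval of 123 to 362, and an edgeR adjusted p of 0.0581. Knock-out replicate 1 held 2144 of the 3454 knock-out counts, and the log2 fold change of 7.65 ran from 6.72 without knock-out replicate 1 to 9.03 without control replicate 1, wider than the counting interval. Emcn, the endothelial sialomucin endomucin, was at 75.4 ± 7.53 against 165 ± 32 CPM.

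Capillary and sinusoidal identity genes were mixed. Of 28 tested sinusoidal genes, 1 fell over all genes (Ntn4), and adjusted over the list alone 3 were lower, 3 were higher and 22 did not pass. The median was 0.14, the mean was -0.15 and the camera adjusted p was 0.762, so the centre of this list stayed near 0. Among scavenger receptors of SECs, Stab2 was at 2570 ± 478 against 4680 ± 646 CPM, while the lectin gene Clec4g was at 1780 ± 357 against 868 ± 230 CPM. Of 24 genes of continuous endothelium and capillarization, 1 fell over all genes (Ly6a), and adjusted over the list alone 6 were higher, 3 were lower and 15 did not pass (median 0.16, camera adjusted p = 0.395). In the list of VEGF receptors and tip cell genes (25 tested, median 0.09, camera adjusted p = 0.107), 0 passed over all genes, and adjusted over the list alone 5 were higher, 1 was lower and 19 did not pass. Apln, which encodes the ligand of Aplnr, was at 3.44 ± 0.201 against 25.3 ± 11.8 CPM, and Ramp3, a co-receptor of adrenomedullin signalling, was at 8.5 ± 2.74 against 47.5 ± 15 CPM. Stab2 and Clec4g were chosen after their values were seen.

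TGF-beta and BMP signalling genes fell as a list. Of 25 tested genes, 0 passed over all genes, and adjusted over the list alone 7 were lower, 0 were higher and 18 did not pass. The median log2 fold change was -0.51 (camera adjusted p = 4.4e-04), and the p was 0.015 with an estimated correlation, an adjusted p of 0.323. Ltbp4, a latent TGF-beta binding protein gene, was at 1630 ± 51.1 against 209 ± 121 CPM (log2 fold change -2.97 ± 0.54 SE, edgeR adjusted p = 0.0967). Bmper, a regulator of BMP activity, was at 45.9 ± 9.24 against 9.51 ± 3.31 CPM. Other members adjusted over the list alone included the inhibitory Smads, Smad6 at 318 ± 25.5 against 146 ± 45.4 CPM and Smad7 at 283 ± 53.6 against 137 ± 38.6 CPM, chosen after their values were seen. Of 20 angiocrine genes, 0 passed over all genes, and adjusted over the list alone 3 were lower, 2 were higher and 15 did not pass (median -0.60, camera adjusted p = 0.0959). Wnt9b, a Wnt ligand gene of hepatic endothelium, was at 197 ± 57.5 against 57.7 ± 15.1 CPM and the growth factor gene Nrg1 at 20.4 ± 6.23 against 3.81 ± 1.59 CPM. Of 19 genes of nitric oxide signalling and vascular tone, 0 passed over all genes, and adjusted over the list alone 2 were higher, 2 were lower and 15 did not pass (median -0.15, camera adjusted p = 0.407). Ednrb, the endothelin receptor B gene, was at 1220 ± 160 against 682 ± 44.4 CPM, and Vash1, an angiogenesis inhibitor, at 174 ± 15 against 320 ± 16.2 CPM.

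Fibrillar matrix and mesenchymal genes were lower as lists, and they moved with markers of hepatic stellate cells. Of 27 matrix genes and 17 mesenchymal genes tested, 0 passed over all genes and 0 adjusted over the list alone. The median log2 fold change was -0.78 for the matrix list (camera adjusted p = 0.0011) and -0.71 for the mesenchymal list (camera adjusted p = 0.043), and with an estimated correlation the adjusted p was 0.746 and 0.73. Col1a1, chosen after its values were seen, was at 1500 ± 714 against 885 ± 547 CPM, so the spread within a group was close to the difference. Timp3 was at 1020 ± 63 against 664 ± 63.4 CPM, Mmp14 at 428 ± 32.2 against 583 ± 25.6 CPM, Acta2 (smooth muscle actin) at 70.9 ± 33 against 21.9 ± 13.1 CPM and Vim at 871 ± 111 against 671 ± 59.7 CPM. The 20 stellate cell markers had a median of -1.50 (camera adjusted p = 5.8e-06, adjusted p = 0.73 with an estimated correlation), with 0 passing over all genes or over the list alone, and among them Hgf was at 347 ± 12.8 against 227 ± 56.4 CPM and Ecm1 at 602 ± 386 against 194 ± 79.5 CPM. Relative to the mean of the 6 libraries, the stellate marker level was 0.18, 0.46 and 1.67 log2 units in control replicates 1, 2 and 3 and -2.0, -0.02 and -0.29 in knock-out replicates 1, 2 and 3, and the matrix level was -0.19, 0.38 and 0.96 against -1.19, 0.24 and -0.19. The stellate median ran from -1.88 without knock-out replicate 2 to -0.93 without control replicate 3, the matrix median from -1.14 to -0.42 without the same libraries, and the mesenchymal median from -1.08 without control replicate 1 to -0.31 without control replicate 3. Without knock-out replicate 1 neither the matrix nor the mesenchymal list was called (camera adjusted p = 0.0972 for matrix and 0.171 for mesenchymal genes), and without control replicate 3 the mesenchymal list was not (camera adjusted p = 0.159). Of 15 basement membrane genes, 0 passed over all genes, and adjusted over the list alone 1 was higher (Nid2, 101 ± 35.5 against 311 ± 28.2 CPM), 0 were lower and 14 did not pass (median -0.19, mean 0.01, camera adjusted p = 0.762), and Hspg2 was at 2530 ± 279 against 3720 ± 614 CPM.

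Cell cycle genes rose as a list. Of 33 tested genes, 30 had a positive log2 fold change, 0 passed over all genes, and adjusted over the list alone 25 were higher, 0 were lower and 8 did not pass. The median log2 fold change was 1.16 (camera adjusted p = 8.9e-12), and the adjusted p was 0.73 with an estimated correlation of 0.68 among the genes. Ccne1, which encodes cyclin E1, was at 2.47 ± 0.172 against 5.56 ± 1.23 CPM, and Cdk1, the kinase of mitotic entry, at 18.5 ± 4.27 against 44.1 ± 13.5 CPM. Mki67, chosen after its values were seen, was at 51 ± 23 against 113 ± 12 CPM. Relative to the mean of the 6 libraries, the list stood at -0.40, -0.10 and -0.99 log2 units in control replicates 1, 2 and 3 and at 0.07, 0.65 and 0.76 in knock-out replicates 1, 2 and 3, so all 3 knock-out libraries lay above all 3 control libraries.

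Interferon, antigen presentation and macrophage lists were called lower in the knock-out group by camera with the preset correlation. The 27 type I interferon genes had a median of -0.39 (camera adjusted p = 0.00103, adjusted p = 0.73 with an estimated correlation), with 0 passing over all genes, and adjusted over the list alone 1 was higher, 1 was lower and 25 did not pass. Ifih1, a sensor of double-stranded RNA, was at 68.3 ± 4.9 against 45.3 ± 1.87 CPM and Rsad2 at 109 ± 24.8 against 198 ± 21.3 CPM. Without knock-out replicate 1 the interferon list had a median of -0.17 and was not called (camera adjusted p = 0.154). Antigen presentation genes had a median of -0.77 over 8 tested genes (camera adjusted p = 0.0161, adjusted p = 0.73 with an estimated correlation), with 0 passing over all genes, and adjusted over the list alone 3 were lower, 0 were higher and 5 did not pass. Nlrc5, the activator of MHC class I genes, was at 61 ± 23 against 25.8 ± 0.368 CPM and B2m at 2100 ± 293 against 1230 ± 137 CPM. The median was -1.16 without knock-out replicate 1. A further 12 genes of that list, among them H2-Aa and H2-K1, were listed at 0 in all 6 libraries. The 22 macrophage markers had a median of -1.07 (camera adjusted p = 2.9e-05, adjusted p = 0.73 with an estimated correlation), with 0 passing over all genes, and adjusted over the list alone 3 were lower, 0 were higher and 19 did not pass. Slc40a1, the iron exporter, was at 565 ± 160 against 226 ± 19.4 CPM and Clec4f, a Kupffer cell lectin, at 230 ± 161 against 36.2 ± 10.1 CPM. The macrophage level was 0.21, 0.60 and 0.88 log2 units from the 6-library mean in control replicates 1, 2 and 3. It was 0.53, -1.40 and -0.82 in knock-out replicates 1, 2 and 3, so knock-out replicate 1 lay above control replicate 1. The median of the macrophage list was -1.81 without knock-out replicate 1 and -0.72 without knock-out replicate 2.

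**Figure D3:**
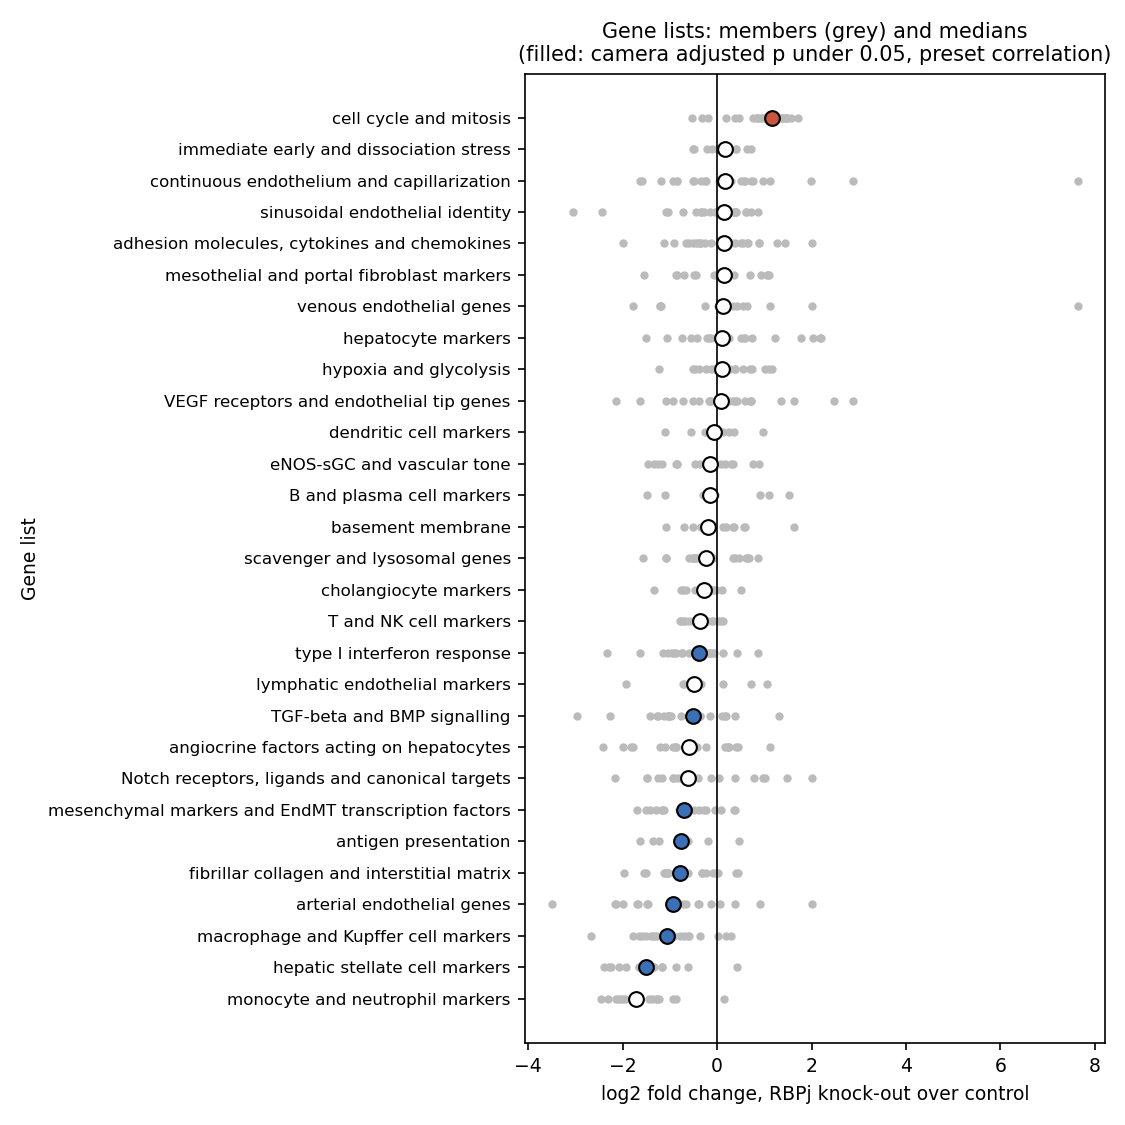
Log2 fold change (x axis, RBPj knock-out over control) of the tested members (grey points) and the median (large points) of 29 gene lists (y axis), filled where the camera adjusted p was under 0.05 with the preset correlation. The medians run from -1.71 for monocyte and neutrophil markers to 1.16 for cell cycle genes.

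Neutrophil and hepatocyte markers differed widely between libraries of the same group. Monocyte and neutrophil markers had a median of -1.71 over 18 tested genes (camera adjusted p = 0.476), with 0 passing over all genes and, adjusted over the list alone, 0 higher, 1 lower and 17 not passing. Their level was 3.13, -1.20 and -1.40 log2 units from the 6-library mean in control replicates 1, 2 and 3 and 1.54, -1.02 and -1.04 in knock-out replicates 1, 2 and 3. S100a8 and S100a9, abundant neutrophil genes chosen after their values were seen, were at 1990 ± 3290 and 2580 ± 4250 CPM in control and 490 ± 541 and 790 ± 882 CPM in knock-out SECs. Without control replicate 1 the median of this list was 2.23 (camera adjusted p = 0.0158), the opposite direction. By the naming rule the list gave Plac8 at 91.4 ± 24.2 against 39 ± 5.58 CPM and Ccr2 at 27.9 ± 12.4 against 10.3 ± 8.27 CPM. Without control and knock-out replicates 1 together, a choice made after the data were seen, edgeR called 269 higher and 444 lower genes from 2 libraries per group, and 29 of these were among the 30 called from all 6. Hepatocyte markers, with Alb, chosen after its values were seen, at 886 ± 508 against 1060 ± 848 CPM, had a median of 0.11 over 23 tested genes (camera adjusted p = 0.762), with 0 passing over all genes or over the list alone. Fgg was at 33.3 ± 16.4 against 153 ± 204 CPM and Fga at 62.2 ± 30.1 against 254 ± 331 CPM. The hepatocyte level was -1.32, 0.42 and 1.18 log2 units in the control and 1.46, -2.61 and 0.87 in the knock-out libraries.

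**Figure D4:**
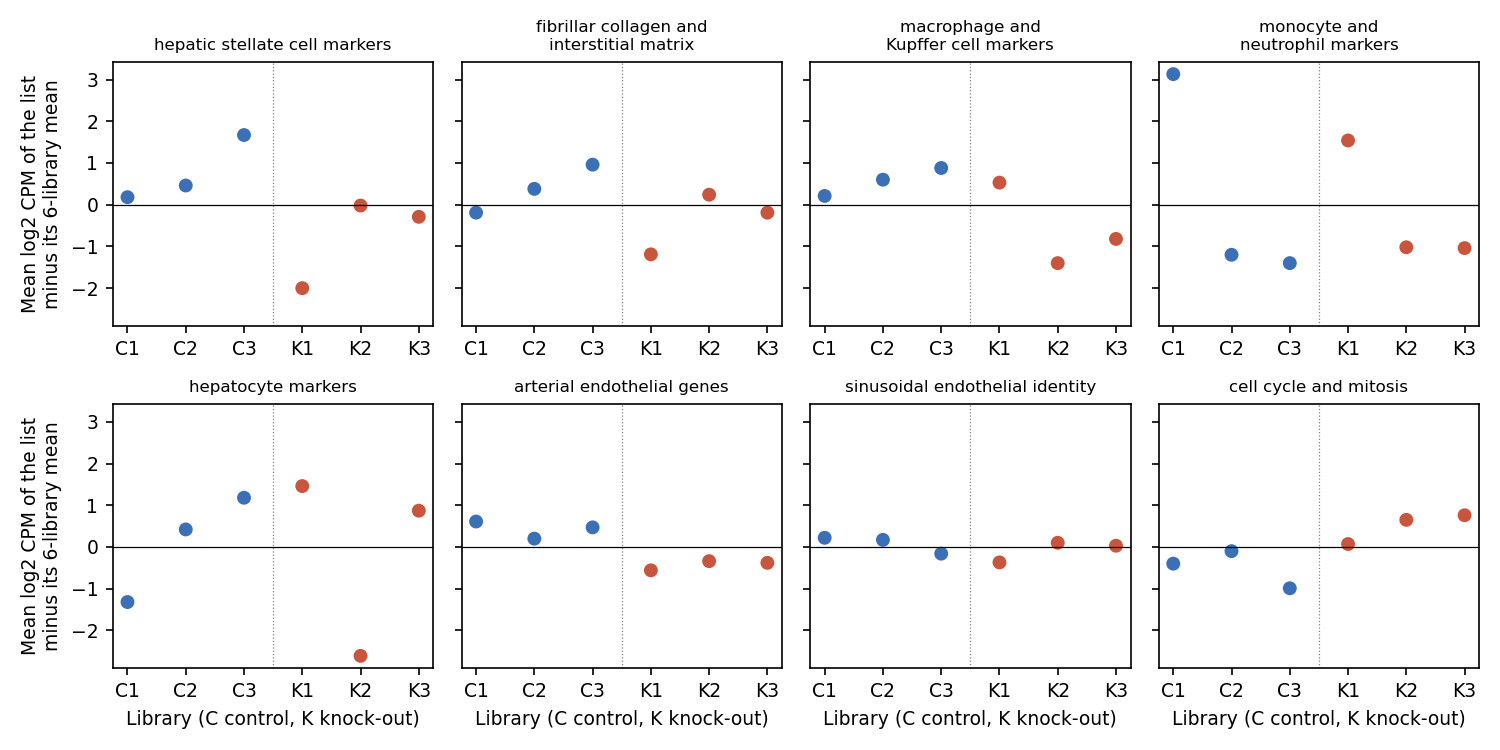
Mean log2 CPM of the tested members of 8 lists minus the mean over the 6 libraries (y axis, log2 units) in each control (C) and knock-out (K) library (x axis), 1 point per library. Stellate and arterial levels are lower and cell cycle levels higher in all 3 knock-out libraries, and the neutrophil level is highest in control replicate 1, at 3.13.

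None of the remaining lists was called by camera with the preset correlation from all 6 libraries. With 1 library left out, some were. Their lowest camera adjusted p-values were 0.00469 for immediate early, 0.0103 for hypoxia, 0.00967 for scavenger, 0.00861 for B cell, 0.00254 for T and NK cell and 0.00437 for cholangiocyte genes. The adhesion, dendritic cell, lymphatic and mesothelial lists were not called in these fits. Median log2 fold changes and camera adjusted p-values were 0.17 and 0.051 for immediate early and dissociation stress genes (21 tested), 0.11 and 0.201 for hypoxia and glycolysis (26 tested), 0.14 and 0.719 for adhesion molecules, cytokines and chemokines (26 tested) and -0.23 and 0.264 for scavenger and lysosomal genes (24 tested). In these lists 0 genes passed over all genes, and adjusted over the list alone the higher and lower genes numbered 0 and 0, 2 and 1, 1 and 0, and 3 and 2. The members with the smallest p were Hsp90ab1 (984 ± 52.8 against 1310 ± 32.9 CPM) and Nr4a2 (14.3 ± 4.25 against 23.7 ± 3.76 CPM), Pfkl (95.8 ± 6.97 against 160 ± 28.9 CPM) and Pdk1 (51.4 ± 8.48 against 110 ± 36.9 CPM), Selp (61.8 ± 27.4 against 250 ± 45.9 CPM) and Il1a (190 ± 48.6 against 87.4 ± 26.6 CPM), and Msr1 (466 ± 133 against 159 ± 10.4 CPM) and Scarb2 (302 ± 25.9 against 212 ± 7.8 CPM). Medians and camera adjusted p-values of the other cell type markers were -0.06 and 0.719 for dendritic cells (9 tested), -0.16 and 0.762 for B and plasma cells (8), -0.36 and 0.273 for T and NK cells (18), -0.27 and 0.255 for cholangiocytes (13), -0.48 and 0.66 for lymphatic endothelium (8) and 0.14 and 0.478 for mesothelial cells and portal fibroblasts (16), with 0 genes passing over all genes. Adjusted over the list alone, 1 dendritic cell gene was higher (Fscn1, 246 ± 20.9 against 487 ± 39.7 CPM) and 1 lower (Cst3, 427 ± 123 against 199 ± 12.6 CPM), and 0 genes of the other 5 lists passed. Members with the smallest p in those lists included Cd22 (10 ± 4.57 against 4.66 ± 1.73 CPM) and Cd79b (4.15 ± 2.7 against 1.49 ± 0.533 CPM), Klrb1c (3.17 ± 0.621 against 1.88 ± 0.623 CPM) and Prf1 (3.08 ± 1.11 against 1.79 ± 0.408 CPM), Sox9 (25.1 ± 6.34 against 14.7 ± 5.58 CPM), Flt4 (1750 ± 488 against 2890 ± 550 CPM) and Reln, which is also on the stellate list (1010 ± 651 against 267 ± 202 CPM), and Pi16 (176 ± 54.1 against 60.5 ± 26.6 CPM) and Upk1b (3.66 ± 1.07 against 7.7 ± 2.12 CPM). Of the erythroid and platelet markers 2 were tested, Itga2b at 18.1 ± 3.98 against 80.3 ± 67.7 CPM and Alas2 at 0.623 ± 0.539 against 1.29 ± 1.01 CPM.

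Correlations between libraries of the same group and of different groups covered overlapping ranges. Pearson correlations of log2 CPM across genes, which are not independent replicates, ran from 0.932 to 0.975 within the control group, from 0.938 to 0.975 within the knock-out group and from 0.924 to 0.966 between groups. The first principal component held 33.5% of the variance and separated the groups, with scores of -20.5, -24.9 and -53.9 for control replicates 1, 2 and 3 and 21.1, 49.1 and 29.1 for knock-out replicates 1, 2 and 3. The second component held 30.3% and set control replicate 1, at 62.3, and knock-out replicate 1, at 28.1, apart from the other 4 libraries, which lay between -32.9 and -15.8.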

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

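Fits added after the data were seen were those without both libraries numbered 1, with the stellate marker level as a covariate, without the 18S row and its companion, and with a prior that was not robust. Against 16 higher and 14 lower genes, edgeR with RLE size factors gave 35 higher, DESeq2 gave 542 and 405, no filter on low counts gave 114 and 62, the stricter filter gave 47 and 26, and limma-voom with sample quality weights gave 316 and 222. Without the 18S row 36 genes were higher. Leaving out 1 library gave 0 to 23 higher and 0 to 18 lower genes. Without both libraries numbered 1 the counts were 269 and 444, and with the stellate covariate both were 0 by edgeR, with 1351 higher and 1496 lower genes at an unadjusted p under 0.05. With the replicate number as a block, 1 gene was higher and 2 were lower, of which 0 and 1 were among the genes called in the main analysis. Deviations from the group means correlated at 0.19, 0.03 and 0.42 between same-numbered libraries and at -0.46 to 0.20 between the others. Control replicate 2 did not correlate best with its own number. With 3 libraries per group, these values cannot decide whether a number marks a shared factor. In the main analysis 30 genes had an adjusted p under 0.05 and 102 under 0.06 by edgeR. The 16 higher genes were all among those called with RLE size factors, DESeq2, either filter, limma-voom and without the 18S row. The Rbpj log2 fold change ran from -0.72 to -0.48 with 1 library left out and stayed negative in the alternatives. It did not pass the adjusted threshold in any of them, while its unadjusted p in these fits ran from 0.00803 to 0.047. Against 9 lists, estimated correlations called 0 (2 at an unadjusted p under 0.05). Fry called 2 for a common direction, the arterial and the TGF-beta list, and 16 by its mixed test, which allows both directions. Camera no longer called the mesenchymal list by limma-voom (adjusted p = 0.0622), the interferon list without both libraries numbered 1 (median -0.06, adjusted p = 0.344) or with the stellate covariate (adjusted p = 0.333), or the stellate list with its own level as covariate (adjusted p = 0.899). Without both libraries numbered 1, 14 lists were called, and leaving out 1 library gave 7 to 15. Lists not called in the main analysis gained a call with 1 library left out. Among them were the hepatocyte list (lowest camera adjusted p = 4.1e-04) and the angiocrine list (lowest camera adjusted p = 0.0215). The lowest correlation within a group, 0.932, was 0.917 with the stricter filter, 0.969 with no filter and 0.974 without both libraries numbered 1, and 0.930 to 0.940 with 1 library left out. The causes of these shifts were not tested, except that the fits without libraries had fewer of them.

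Of the 9 called lists 2 reversed, both with the stellate covariate, where the median log2 fold change was 0.32 for fibrillar matrix and 0.07 for mesenchymal genes. The covariate of this fit was the mean of all 20 stellate markers, and 3 of them also belong to these lists, so the covariate and the lists are not independent in this fit. With that covariate other values that changed sign were the log2 fold changes of the single genes Fgg (-0.68) and Fga (-0.65) and several list medians. These medians were continuous endothelium -0.04, basement membrane 0.09, adhesion molecules -0.06, hypoxia -0.20, hepatocyte markers -0.35, B cells 0.12, T cells 0.37 and lymphatic endothelium 0.04. With the replicate block the medians that changed sign were adhesion molecules at -0.07 and hepatocyte markers at -0.13. By limma-voom the gene Fgg changed sign (-0.05), as did the medians of continuous endothelium (-0.09), adhesion molecules (-0.06), hepatocyte markers (-0.52) and monocyte and neutrophil markers (0.32). Without both libraries numbered 1 the genes Fgg (-0.19) and Fga (-0.23) changed sign. So did the medians of continuous endothelium (-0.16), adhesion molecules (-0.30), hepatocyte markers (-0.90) and monocyte and neutrophil markers (0.74). With 1 library left out, medians that crossed 0 ran from -0.39 to 0.84 for hepatocyte markers, -3.16 to 2.23 for monocyte and neutrophil markers, -0.46 to 0.17 for dendritic cells, -0.22 to 0.06 for basement membrane, -0.56 to 0.15 for B cells, -0.60 to 0.13 for T cells, -0.05 to 0.37 for continuous endothelium, -0.21 to 0.27 for adhesion molecules, -0.06 to 0.39 for hypoxia and -0.06 to 0.28 for mesothelial markers. No call among these lists had been made from all 6 libraries, and the cause was not tested. At the library sizes and dispersion trend of the data, the simulation recovered 23% of genes changed by a log2 fold of 1. At the same library sizes and a far smaller dispersion it recovered 95%.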

Other observations

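The tests of stellate cells, endothelial share, immune cells, genes at 0 and zonation described here were chosen after the results they bear on were seen, and those of ribosome biogenesis and p53 target genes were written before their lists were tested, although the values of Cdkn1a, a p53 target, had been seen by then. Myc and Odc1 raised the question of whether other growth genes moved too. Ribosome biogenesis and nucleolar genes, a list drawn up after Myc and Odc1 had been seen to rise, had a median log2 fold change of 0.29 over 34 genes, of which 31 were positive, 11 were higher at an unadjusted p under 0.05 and 0 passed over all genes (camera adjusted p = 1.1e-07, p = 0.0548 and adjusted p = 0.11 with an estimated correlation). The median stayed between 0.22 and 0.39 without each library in turn. Whether the higher Myc extends to its ribosomal programme stays open. The call is lost once correlation among the genes is estimated. A shift of about this size was not particular to these genes. For 30 pan-endothelial genes the median was 0.23, and 0.11 to 0.33 without each library in turn. No link between these genes and Myc was tested. The tumour suppressor genes Cdkn2a, with a log2 fold change of 1.89 ± 0.23 (SE, edgeR adjusted p = 0.0508), and Trp53, with 0.81 ± 0.10 (SE, edgeR adjusted p = 0.0508), did not pass the threshold but lay higher in all 3 knock-out libraries. The p53 target genes did not move together, with a median of 0.03 over 24 genes and a range of -0.02 to 0.12 without each library in turn (camera adjusted p = 0.57).

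Ntn4 and Gpr126, which fell, are among genes known from the periportal end of the sinusoid. With Efnb2, Dll4, Ltbp4 and Msr1, which did not pass the threshold (edgeR adjusted p = 0.141, 0.216, 0.0967 and 0.0581), these 6 genes had a median log2 fold change of -2.0, with a 95% bootstrap interval of -3.23 to -0.82, and 6 pericentral genes (Wnt2, Wnt9b, Rspo3, Kit, Cdh13 and Thbd) had a median of -0.59, with an interval of -1.49 to 0.48. The difference of the medians was -1.41. A loss of periportal expression may be involved, but the periportal genes were picked after their values were seen, the intervals overlap and the pericentral genes Wnt9b, Rspo3 and Cdh13 had negative log2 fold changes too (-1.77, -1.21 and -1.20, edgeR adjusted p = 0.077, 0.165 and 0.126), so the hypothesis cannot be decided here.

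Camera with the preset correlation called the matrix and mesenchymal lists lower in the knock-out libraries, and with an estimated correlation neither was called (adjusted p = 0.746 and 0.73). Their levels overlapped between groups, with knock-out replicate 2 above control replicate 1 (0.24 against -0.19 for matrix and 0.02 against -0.11 for mesenchymal genes). With the level of 17 stellate markers as a covariate, the median group coefficient of 41 matrix and mesenchymal genes outside the stellate list changed from -0.69 to 0.21, with a range of 0.06 to 0.26 without each library in turn, and their median slope on the marker level was 0.67. Fewer stellate cells in the knock-out isolates may account for the lower matrix lists, and in this test 3 stellate markers held by the other lists were left out of the marker level. The test cannot decide this, because any cause that lowered the markers and the matrix genes together could change the coefficient in the same way. The stellate list itself was not called with an estimated correlation (camera adjusted p = 0.73). Its extreme levels were those of control replicate 3 (1.67) and knock-out replicate 1 (-2.0). Whether the isolation or the loss of RBPj lay behind the lower stellate marker level was not tested, and both stay open. Whether it reflects the number or the activity of stellate cells, and whether the SECs themselves expressed less matrix, was not tested either.

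The level of the cell cycle list was higher in all 3 knock-out libraries, with a median of 1.16 and a 95% bootstrap interval of 0.92 to 1.24 over genes. Such intervals treat genes as independent and do not measure the spread between libraries. Without each library in turn the median ran from 0.90 to 1.44. A larger endothelial share of the knock-out isolates would raise endothelial genes by about as much, and 30 pan-endothelial genes had a median of 0.23, with an interval of 0.12 to 0.39, well below. Their median ran from 0.11 to 0.33 without each library in turn. More immune cells of all types together would raise immune markers, and 75 of them had a pooled median of -0.71, with an interval of -1.07 to -0.41, and an upper bound no higher than -0.29 without each library in turn. More cells of a single type are not excluded, since the monocyte and neutrophil median ran from -3.16 to 2.23, the dendritic cell median from -0.46 to 0.17, the B cell median from -0.56 to 0.15 and the T and NK cell median from -0.60 to 0.13 without each library in turn. What also stays open is a higher rate of division in knock-out SECs, which was not tested apart from other effects of the deletion, and the correlation among cell cycle genes, which leaves the list uncalled when it is estimated.

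A set of 32 list genes that SECs or other liver cells are known to express, or that mark cell types, was listed at 0 in all 6 libraries, and 22 of them are placed on alternate contigs in the table. Among protein-coding rows on such contigs, 384 of 576 were at 0 (66.7%), against 4689 of 21476 (21.8%) elsewhere, an odds ratio of 7.2 (Fisher's exact test, two-sided, p = 2.2e-113). Reads shared between a chromosome and an alternate contig may have been left uncounted, so levels of genes such as H2-Aa, Tap1, Notch4 and Tnf cannot be read from this table. The other 10 genes lie on chromosomes, H2-K1 and Cldn5 among them, and their 0 is not explained by placement. No biological explanation was tested.

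The 6 libraries can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split called 30 genes, and the highest of the other splits called 0. For lists the real split gave 9 and the highest other split gave 10, with 4 of the 10 splits at 9 or more and 1 of the 10 splits reaching 30 genes. The number of lists called by camera with the preset correlation thus does not set the real split apart.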
